A study of Mus musculus with 4 samples. Its data were reported in "Spurious transcription causing innate immune responses is prevented by 5-hydroxymethylcytosine" (2022).

How the data were processed

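RNA was sequenced from smooth muscle cells sorted from mouse lungs by a fluorescent reporter, from animals in which *Tet3* had been inactivated in smooth muscle cells and from control animals. By the authors' methods, hematopoietic cells were removed with antibody-coated beads before sorting. TET3 is an enzyme that oxidizes 5-methylcytosine in DNA to 5-hydroxymethylcytosine. The data comprise 4 libraries: 2 Tet3 mutant and 2 control. Samples were grouped by the genotype in their labels, and replicate numbers were taken from the same labels.

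The authors depleted ribosomal RNA, prepared stranded total RNA libraries and sequenced them in single-end mode. By their methods, reads were trimmed with Trimmomatic, aligned with STAR to the mouse genome (mm10, GRCm38) and counted over exons with featureCounts, with reads that mapped to several places or to several genes excluded. The authors' methods do not state whether strand was used in counting, so values of genes that overlap on opposite strands are uncertain. The counts were then scaled between samples by the authors with DESeq2.

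The deposited values are a score: normalized counts per gene that the authors rounded to whole numbers. They are not raw counts. Gene coordinates in the deposited table are on GRCm38 and are given as listed there. The table held 21462 genes, and 16659 had a mean of at least 10 over the 4 libraries and were tested. Mitochondrial genes were not analysed here. Of the tested genes, 99.9% were found by identifier in the GENCODE annotation of the same build, which supplied exon lengths and transcript GC content, and 99.0% had the same coordinates there.

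The deposited totals were 7003231 and 7164573 in the control libraries and 6893578 and 6805272 in the Tet3 mutant libraries. Scaling a whole number of reads and rounding leaves regularly missing or doubled values among low numbers, so the scaling factor of each library was estimated by likelihood from how often each low value occurred. The factors were 0.961 and 1.05 for control replicates 1 and 2 and 1.09 and 0.901 for Tet3 mutant replicates 1 and 2. Deposited totals divided by these factors estimate the reads assigned to genes, at 7.29 M and 6.81 M reads in the controls and 6.32 M and 7.56 M reads in the mutants. On 4 simulated libraries of 21462 genes each, the estimate erred by at most 0.0005. Where the factor is below 1, different read numbers share a rounded value, so raw counts were not recovered and no count-based test was run. The 10 most abundant genes took 1.29% to 1.46% of each library's total. A value of 3 was taken as the floor below which a level is not distinguished from 0 by counting error, and such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

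Expression was compared on log2(value + 1), and fold changes are on that scale, which understates changes of genes with low values. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with the Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Errors of fold changes are the moderated standard errors of that fit. With 2 against 2 samples an exact permutation test of a single value cannot go below 0.333, so limma's test, which borrows the spread across genes, was the only test per gene.

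Lists of genes were compared by the median log2 fold change and by camera with a preset inter-gene correlation of 0.01, adjusted over the 26 lists with at least 3 genes tested. The study's own lists covered endosomal TLR, chemokine, macrophage and contractile genes, genes it calls spuriously transcribed, Tet genes and further genes it names for the smooth muscle phenotype. The other lists were markers of macrophages, T cells, B cells, neutrophils, endothelium, alveolar type 1 and type 2 cells, ciliated cells, club cells, mesothelium, fibroblasts, pericytes, smooth muscle, cardiomyocytes and erythroid cells, genes of the interferon response, cell cycle and dissociation stress, and genes of the Y chromosome. *Xist* was followed as a single gene. Lists, designs and alternative settings were written before the data were examined.

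Genes followed by name were all members of the study's lists other than the spuriously transcribed genes, of which the text gives a part, plus 5 per direction. The rule took the largest fold changes among genes past the adjusted threshold with a mean of at least 50, groups that did not overlap and a symbol other than a clone name or identifier. Since no gene passed, the places were filled with the genes of smallest p that met the other conditions. Genes named outside this rule were chosen after their values were seen.

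Alternative settings fixed with the lists were pseudocounts of 0.5 and 8, means of at least 1 and 50, TMM factors computed on the table, equal library totals, limma without the trend, the replicate number as a block, each library left out in turn, and for lists fry and camera with an estimated correlation. Added after the data were seen were KEGG pathways as annotated in the table (281 pathways of 10 to 500 tested genes, by camera) and a count of genes with an unadjusted p under 0.05 in 236 chromosome windows of 10 Mb holding at least 20 tested genes (hypergeometric test, Benjamini-Hochberg adjusted). Also added then were random lists of the same size, 10000 per list, matched on mean level, exon length and GC content in 5 classes each, as well as summaries by gene biotype, of immunoglobulin variable genes and of clock genes. Python 3.11.15 with scipy 1.17.1 served for these steps.

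The fit was tested on simulated data with 2 replicates per group, drawn from the real means and from spreads averaged over genes of similar level. Of 199 genes changed 4-fold and tested among 16632, 168 had an adjusted p under 0.05, and 2 of 16433 unchanged genes did. Simulated genes were independent and no simulated library stood apart, unlike control replicate 2 in the real data. These counts therefore do not measure power in the real data. The window count, tested on 100 shuffles of the p-values over genes, called 1 window in all.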

Results

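The transcriptome of sorted lung smooth muscle cells was compared between 2 Tet3 mutant and 2 control libraries to ask how loss of *Tet3* changes gene expression. Values below are normalized counts as the authors scaled and rounded them, with an estimated 6.32 M to 7.56 M reads per library assigned to genes. Fold changes are Tet3 mutant over control on the log2(value + 1) scale.

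The targeted gene was examined first. *Tet3* (ENSMUSG00000034832, chromosome 6, 83362373 to 83459084) had 1847 and 1926 normalized counts in control replicates 1 and 2 and 1534 and 1444 in Tet3 mutant replicates 1 and 2. The mean was 1886 ± 55.9 (SD, n = 2) in controls and 1489 ± 63.6 (SD, n = 2) in mutants. The log2 fold change was -0.34 with a standard error of 0.10, and the limma adjusted p was 0.681, at an unadjusted p of 0.0184. Both mutant libraries lay below both controls, a pattern that chance gives either way in 33.3% of genes. Equal library totals moved this value most among the other processing settings, to -0.29. *Tet1* and *Tet2* had log2 fold changes of -0.11 and -0.17 with limma adjusted p of 0.917 and 0.794, and both changed sign when 1 library was left out. The direction of *Tet1* was positive at 0.23 without control replicate 1, and that of *Tet2* was 0.05 without Tet3 mutant replicate 2.

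Libraries differed from each other beyond counting noise in each pair. Over 10888 genes with a mean of at least 100, the squared difference divided by the sum averaged 24.9 between the controls and 6.49 between the mutants, where counting noise alone gives about 1. Control replicate 2 was the most distant library. It differed more than 2-fold from all 3 others in 1003 genes, against 120 for control replicate 1, 248 for Tet3 mutant replicate 1 and 128 for Tet3 mutant replicate 2. The first principal component held 60.9% of the variance and placed control replicate 2 at 68.3 and the other libraries between -36.4 and -11.1. The X-linked transcript *Xist* (chromosome X, 103460366 to 103483254) had 6781 normalized counts in control replicate 1, 2 in control replicate 2, and 6542 and 5214 in the mutants. The Y-linked gene *Ddx3y* (chromosome Y, 1260771 to 1286629) had 774 in control replicate 2 and was listed at 0 in the other libraries. The labels give no sex and no batch.

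Across the 16659 genes tested, 0 had a limma adjusted p under 0.05, and accordingly 0 combined this with a fold change above 1.5. The smallest adjusted p was 0.0902. At an unadjusted p under 0.05 there were 1112 genes, 638 higher and 474 lower in the mutants, where chance alone would give about 833. Of the 1112 genes, 756 changed more than 1.5-fold. Omitting the mean-variance trend moved the count of called genes most, to 1. Groups did not overlap in 6500 genes, where chance gives 33.3% of the 16659. The study, testing counts of these samples with DESeq2, did report differentially expressed genes of TLR signalling, chemokine signalling and macrophages. No count-based test was run here, so the count of 0 holds for limma on rounded values.

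Genes with the smallest p among those with a mean of at least 50 and groups that did not overlap did not pass the adjusted threshold. The histidine ammonia-lyase gene *Hal* (ENSMUSG00000020017, chromosome 10, 93488768 to 93519304) had 279 and 291 normalized counts in controls and 2 in each mutant library, 95-fold lower against the floor, with a limma adjusted p of 0.0902. *Atp1a4* (ENSMUSG00000007107, chromosome 1, 172223513 to 172258414) had 97 and 106 in controls and 3 in each mutant, 33.8-fold lower against the floor, with an adjusted p from limma of 0.462. Both folds are ratios to the floor and are not lower limits from counting error. The remaining 8 genes shared a limma adjusted p of 0.681. Lower in the mutants were *Per1* (1382 ± 65.8 to 678.5 ± 117; SD, n = 2 each), *Cracr2a* (906 ± 313 to 304 ± 42.4) and *Exph5* (1283 and 1249 in controls, 898 and 848 in mutants). Higher were *Ildr2* (456 ± 32.5 to 1008 ± 115), *Tbx20* (16 ± 7.07 to 186.5 ± 78.5), *Cilp* (405 and 429 in controls, 717 and 790 in mutants), *Ifi209* (116.5 ± 13.4 to 272.5 ± 2.12) and *Ankrd63* (53 ± 5.66 to 155 ± 8.49). Their log2 fold changes were -1.04, -1.54, -0.54, 1.14, 3.46, 0.85, 1.22 and 1.53 in the same order.

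*Atp1a4* and *Ifi209* lie in a stretch of chromosome 1 where changed genes were frequent. From 170 to 180 Mb, 28 tested genes, 24.8% of those there, had an unadjusted p under 0.05, against 6.68% of all genes on the autosomes and X. The hypergeometric p, adjusted over 236 windows of 10 Mb, was 2.19e-07, as a description across genes, which are not independent replicates. Of the 28 genes, 24 were higher and 4 lower in the mutants.

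**Figure D1:**
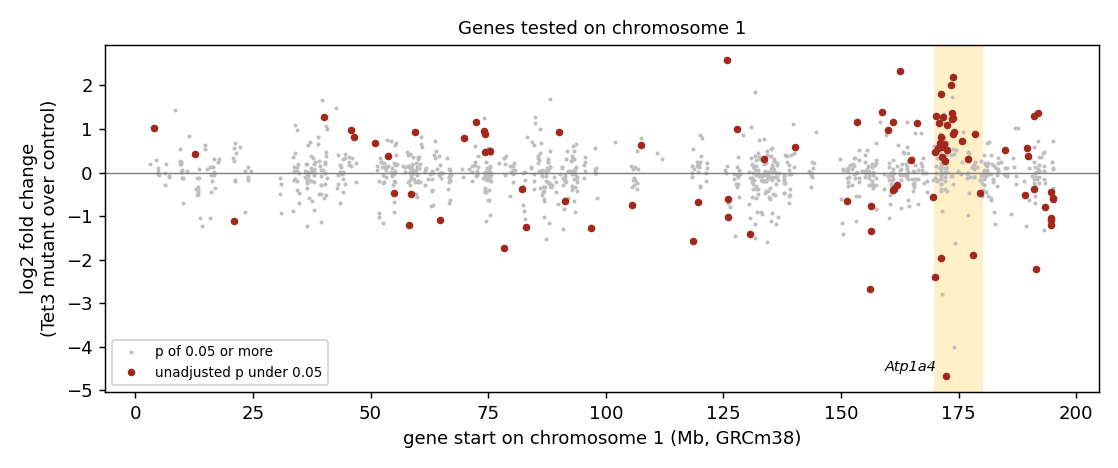
Log2 fold change (Tet3 mutant over control) against gene start in Mb for the tested genes of chromosome 1, each point 1 gene; red points have an unadjusted p under 0.05 and the shaded band spans 170 to 180 Mb. In the band, 28 genes are red, and *Atp1a4* is the lowest point.

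The study asked whether loss of *Tet3* raises genes of endosomal TLR signalling, chemokines and genes typical of macrophages. It chose these lists on the same samples, so they are not independent evidence. The 8 tested genes of the endosomal TLR list had a median log2 fold change of 0.54, and all 8 were above 0 (camera, adjusted p 0.00273). No gene of the list passed 0.05 over all genes tested, 1 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Control replicate 2 carried much of this value, since the median without it was 0.18. *Tlr7* (ENSMUSG00000044583, chromosome X, 167304929 to 167330558) had 372 and 144 normalized counts in control replicates 1 and 2 and 355 and 425 in the mutants. Its log2 fold change was 0.74 and was 0.06 without control replicate 2, the library with 2 normalized counts of *Xist*. *Irf7* behaved alike, with 245 and 143 in controls, 243 and 252 in mutants, and 0.40 and 0.01 for the same fold changes. *Cd86* was higher in both mutants (280 and 302) than in both controls (187 and 177), at a log2 fold change of 0.67 and a limma adjusted p of 0.681. *Il1b* was 386 and 246 in controls and 561 and 231 in mutants, and its direction reversed without Tet3 mutant replicate 1 (-0.41) or without control replicate 2 (-0.10). *Ifnb1* was not analysed here.

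The 7 genes of the chemokine list had a median log2 fold change of 0.94, and 7 of 7 were higher in both mutants than in both controls (camera, adjusted p 5.20e-07). None passed 0.05 over all genes tested, 6 had an unadjusted p under 0.05, and 6 passed when adjusted over the list alone. The median ranged from 0.84 to 1.01 when 1 library was left out. *Ccr1* (chromosome 9, 123962124 to 123968692) rose from 79 ± 12.7 to 195.5 ± 38.9 normalized counts (SD, n = 2 each), a log2 fold change of 1.29 with a standard error of 0.25. *Ccl22* (chromosome 8, 94745590 to 94751699) rose from 145.5 ± 20.5 to 289 ± 46.7, a log2 fold change of 0.98 with a standard error of 0.20. *Ccl2*, *Ccl7* and *Ccl12* had means under 60 in both groups. The 5 genes of the macrophage list had a median of 0.43 (camera, adjusted p 0.00150), with 5 of 5 above 0, 2 at an unadjusted p under 0.05, 0 past 0.05 over all genes tested and 0 when adjusted over the list alone. Without Tet3 mutant replicate 2 this median was 0.23.

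The study also asked whether contractile and actin genes gain reads. It reported more reads of such genes, but less full-length mRNA and less protein of contractile markers. Counts per gene cannot tell full-length from spurious transcripts. Of the study's 10 contractile and actin genes, 9 are also among those it calls spuriously transcribed. They had a median log2 fold change of 0.45, 10 of 10 above 0 (camera, adjusted p 4.93e-05). Of single genes, 0 passed over all genes tested, 3 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The 2 controls lay far apart for several of them. *Acta2* (chromosome 19, 34241090 to 34255590) had 686 and 900 normalized counts in controls and 1032 and 929 in mutants. *Myh11* had 1330 and 2300 in controls and 2473 and 2249 in mutants, and its log2 fold change of 0.43 was 0.04 without control replicate 1. For *Cnn1* the values were 57 and 110 in controls and 138 and 186 in mutants. *Pdlim3* changed sign without control replicate 1, to -0.031. Over the list, the median without that library was 0.31. Among further genes the study named, *Srf* was lower (592.5 ± 27.6 to 437 ± 2.83; SD, n = 2 each; log2 fold change -0.44, limma adjusted p 0.681), and *Klf4* and *Setd2* had log2 fold changes of -0.22 and -0.13. *Myocd* was higher, with 67 and 147 normalized counts in controls and 191 and 218 in mutants (log2 fold change 1.03, limma adjusted p 0.681). The study itself reported expression of *Klf4* and *Myocd* as unchanged. The log2 fold changes of *Cdkn1a*, *Mki67*, *Vim* and *Tpm4* were 0.38, 0.25, 0.01 and 0.00. Without control replicate 1 that of *Myocd* was 0.47 and that of *Cdkn1a* 0.064, and without control replicate 2 that of *Mki67* was 0.14. The log2 fold change of *Setd2* was -0.05 without Tet3 mutant replicate 2 and -0.22 without Tet3 mutant replicate 1. The direction of *Vim* and *Tpm4* reversed when single libraries were left out, from -0.13 to 0.16 and from -0.06 to 0.07. The 8 tested genes of this group had a median of 0.01, with 5 above 0 (camera, adjusted p 0.946), and the 3 Tet genes one of -0.17 (camera, adjusted p 0.0742). *Cdkn2a* was below the minimum, with values of 7 and 3 in controls and 13 and 5 in mutants.

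**Figure D2:**
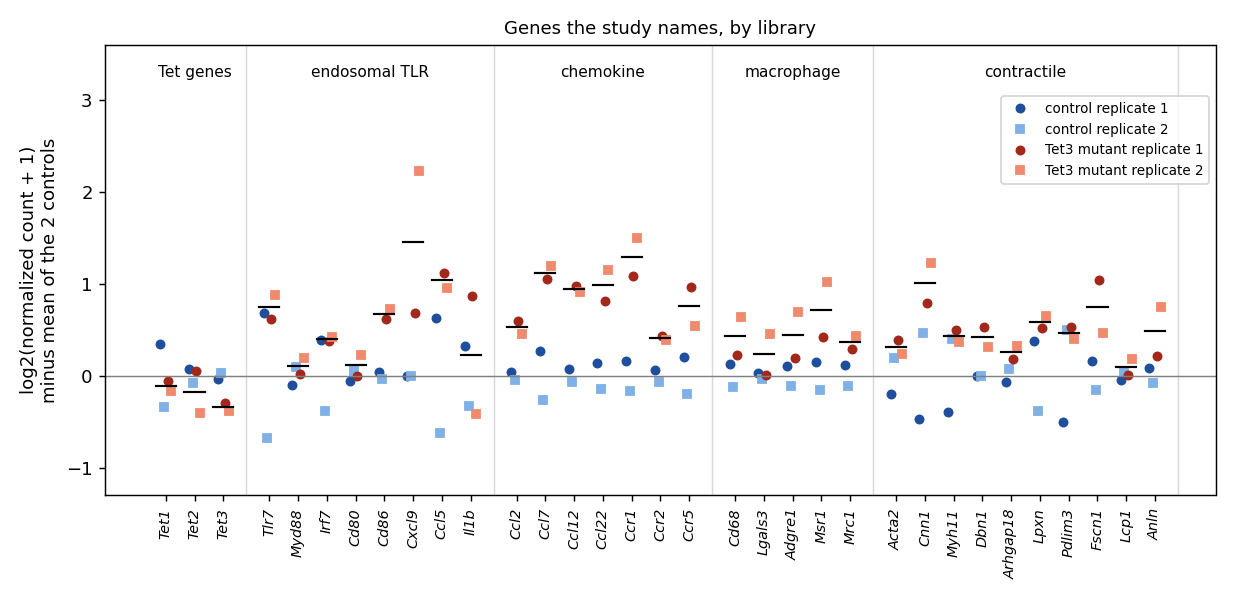
Log2(normalized count + 1) of each library minus the mean of the 2 controls, for the tested genes of 5 lists; circles and squares are replicates 1 and 2, blue controls and red mutants, and black bars are the mutant means. For *Tlr7* and *Irf7* control replicate 1 lies at the level of the mutants, and for *Myh11* and *Pdlim3* control replicate 2 does, whereas the 7 chemokine genes have both mutants above both controls.

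All 515 genes that the study calls spuriously transcribed were in the table and tested. The study chose them by start sites within genes, by entry of RNA polymerase II there, and by the ratio of later exons to the first. Of these criteria, only the exon ratio used these samples. Fold changes of whole genes do not measure start sites within genes, so the values below do not test spurious transcription. The median control level of the 515 genes was 8.37 on the log2 scale, against 7.63 for the 16144 other genes tested and 8.10 for the 13550 other protein-coding genes. The median log2 fold change was 0.07, with 301 genes above 0 (camera, adjusted p 0.0124), against -0.01 for the other genes. By gene, 0 passed 0.05 over all genes tested, 68 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. Leaving out 1 library at a time kept the median between 0.06 and 0.09. Random lists matched on level, length and GC content had a median of -0.01.

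Marker lists of other cell types and states gave further differences by camera, 14 of 19 lists at an adjusted p under 0.05. Across all lists 19 of 26 were called, but 0 were called by fry or by camera with an estimated correlation, where the smallest adjusted p was 0.301 and 0.492. Higher in the mutants were markers of ciliated cells (median log2 fold change 0.79, 10 of 10 genes above 0), neutrophils (0.80, 9 of 9), T cells (1.13, 10 of 10), macrophages (0.41, 14 of 15), smooth muscle (0.46, 9 of 10), pericytes (0.42, 5 of 6), fibroblasts (0.18, 7 of 8), cardiomyocytes (0.55, 5 of 6) and endothelium (0.09, 10 of 10), and genes of the interferon response (0.45, 12 of 12) and cell cycle (0.51, 5 of 6). Lower were markers of alveolar type 2 cells (-0.71, 0 of 10 above 0), dissociation stress genes (-0.24, 0 of 10) and Y chromosome genes (-4.04, or -6.49 with genes at the floor set to their bound). Lists not called were markers of B cells (0.60), alveolar type 1 cells (-0.49), club cells (0.18), mesothelium (-0.64) and erythroid cells (-1.01). Several of these values depended on single libraries. Without control replicate 2 the median was 0.13 for T cell markers, 0.05 for interferon response genes, 0.04 for macrophage markers, 0.21 for cardiomyocyte markers, 0.07 for fibroblast markers, -0.0026 for endothelial markers, -0.06 for alveolar type 1 markers, -0.39 for alveolar type 2 and B cell markers and 0.50 for Y chromosome genes. Without Tet3 mutant replicate 2 it was 0.19 for cell cycle genes and -0.01 for dissociation stress genes, and without Tet3 mutant replicate 1 it was 0.27 for pericyte markers. Smooth muscle markers had 0.28 without control replicate 1 and 0.73 without control replicate 2. Without control replicate 1, T cell markers had 2.14 and interferon response genes 0.83, and without Tet3 mutant replicate 1 alveolar type 2 markers had -0.39 and alveolar type 1 markers -0.29. Ciliated cell markers stayed between 0.68 and 0.90 and neutrophil markers between 0.60 and 1.02.

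**Figure D3:**
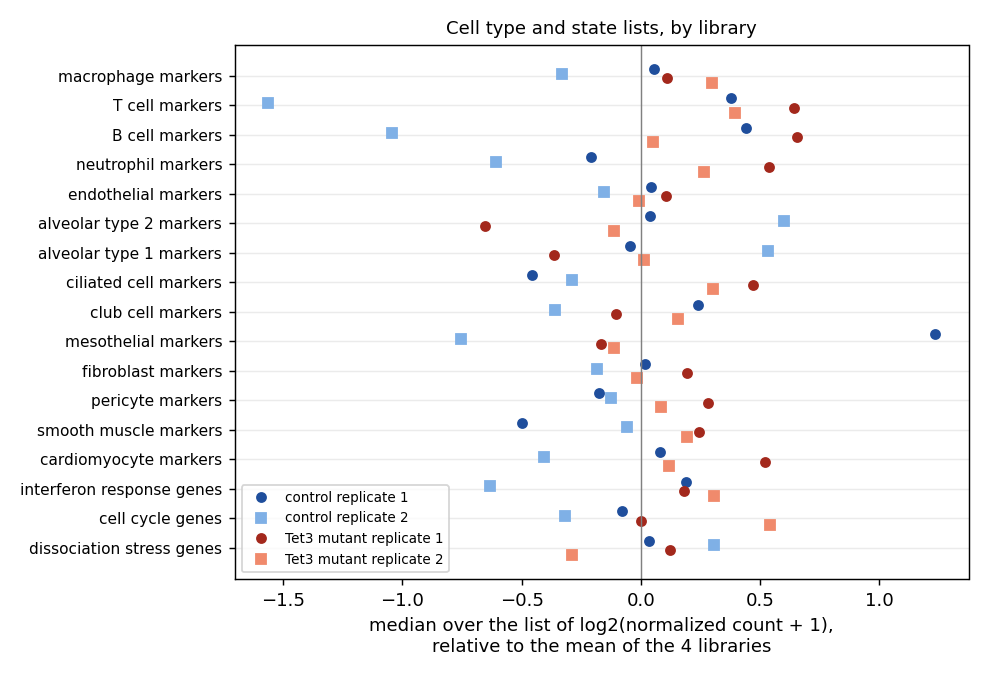
Median over each list of log2(normalized count + 1) relative to the mean of the 4 libraries, for 17 lists of cell types and states; circles and squares are replicates 1 and 2, blue controls and red mutants. Control replicate 2 lies at -1.56 for T cell markers, apart from the other 3 libraries. For alveolar type 2 markers it lies at 0.60 and Tet3 mutant replicate 1 at -0.66.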

Values the study reported

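The study designated 515 genes as spuriously expressed, which was 24% of the 2,114 genes with a sense-strand intragenic start site specific to Tet3-deficient cells. By the ratio of later exons to the first exon alone, it counted 7,761 genes in Tet3-deficient cells.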

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

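KEGG pathways, windows and counts at an unadjusted p were added as tests only after the results were seen. The pseudocounts, mean minimums, TMM factors, equal totals and the replicate block left every count of called genes at 0 and kept the camera calls of the 5 study lists and the direction of *Tet3*. Without the mean-variance trend 1 gene was called, *Hal* (limma, adjusted p 0.0307; 0.0753 to 0.538 for the smallest adjusted p under the other settings), with a fold change above 1.5. The cause was not tested. The number of genes with an unadjusted p under 0.05 lay between 876 and 1637 under these settings. Equal totals raised the share of these genes that were higher from 57.4% to 69.2% (796 higher, 355 lower), as the median of all genes moved from -0.01 to 0.04. The planned edgeR and DESeq2 alternatives were not run, since whole reads were not recovered from the rounded values.

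Under both fry and camera with an estimated correlation, the adjusted p rose above the threshold for each study list, whose medians do not depend on the test: 0.54 for endosomal TLR, 0.94 for chemokine, 0.43 for macrophage, 0.45 for contractile and 0.075 for spuriously transcribed genes. The adjusted p ranged from 0.301 to 0.447 under fry and from 0.492 to 0.505 with an estimated correlation. Of the 14 other lists called, 0 were called by either.

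With 2 samples per group, leaving 1 out leaves no test for a group of 1, so only values are given. As 0 genes were called, no called gene could keep or lose its direction. Without 1 library in turn, the endosomal TLR median ranged from 0.18 to 0.75 and the contractile median from 0.31 to 0.51. *Tet3* stayed between -0.39 and -0.30, chemokines between 0.84 and 1.01 and the macrophage list between 0.23 and 0.63. Of 50 other named genes, 44 kept their direction. The 6 others were *Il1b* (-0.41 to 0.86), *Pdlim3* (-0.031 to 0.96), *Tet1* (-0.46 to 0.23), *Tet2* (-0.40 to 0.052), *Vim* (-0.13 to 0.16) and *Tpm4* (-0.059 to 0.067). Lists that reversed were markers of B cells (-0.39 to 1.23), endothelium (-0.0026 to 0.20), club cells (-0.27 to 0.45), mesothelium (-1.71 to 0.43) and erythroid cells (-3.47 to 1.42), Y chromosome genes (-8.58 to 0.50) and the phenotype genes (-0.10 to 0.11).

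Control and mutant samples share replicate numbers. Deviations from the group means correlated across 16659 genes by 0.13 (Pearson) and 0.12 (Spearman) between same-numbered samples, over only 2 pairs, so the numbers are not shown to pair samples. With the replicate number as a block, 0 genes were called (smallest limma adjusted p 0.149), 1637 had an unadjusted p under 0.05, of which more were lower than higher (700 higher, 937 lower, 42.8% higher), and the *Tet3* log2 fold change was -0.34. That block added B cell and alveolar type 1 markers to the lists called.

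Some marker lists lost their camera call under single settings: Y chromosome genes at a pseudocount of 0.5, cardiomyocyte markers at equal totals, and endothelial markers and Y chromosome genes without the trend. With a mean of at least 50, cardiomyocyte markers and Y chromosome genes lost it and 3 lists had under 3 genes left to test. Depth limits genes with low values. *Ccl2*, *Ccl7*, *Ccl12* and *Cxcl9* had under 70 normalized counts in each library.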

Other observations

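The explanations in this part, and which tests and limits were used to judge them, were chosen only after the results were seen. All rest on the same 4 libraries, so the explanations are hypotheses. The marker and study lists, and their fits without single libraries, had been fixed before the data were examined. So had fry and camera with an estimated correlation for these lists.

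A stretch of chromosome 1 held many of the changed genes. It was noticed from the positions of *Ildr2*, *Atp1a4* and *Ifi209* before the scan of all windows was made, stricter limits on p were also tried, and the list of its immune families was widened once after its genes were seen, so the p of the scan overstates the evidence. Between 170 and 180 Mb, 28 tested genes (24.8%) had an unadjusted p under 0.05, and in shifted windows 27 of 114 did from 165 to 175 Mb. Under the other 2 splits of the libraries, 2 and 0 genes of the region had such a p, so 1 of the 3 splits gave as many, a share that 4 libraries cannot bring under 0.05. The genes included *Atp1a4*, near the floor in both mutants, *Mndal* (48 and 295 normalized counts in controls, 592 and 505 in mutants) and *Ifi203* (480 and 433 against 997 and 763). Reads shared between paralogs do not account for the cluster, since 21 of the 28 genes lie outside the Ifi200 family. More immune cells cannot be told apart from other causes here: among 85 genes of the region outside its immune families 15.3% had such a p, against 6.68% of all genes, but the region was picked for this density, and genes outside those families, such as *Arhgap30* and *Kmo*, can be expressed in immune cells too. The labels give 1 strain for all samples. A strain variant in linked sequence that differs between mutant and control animals may be a candidate explanation. It cannot be told apart from an effect of *Tet3* on the region, because the region was picked for the density of its 28 genes, and these went mostly one way, 24 higher and 4 lower. Without the genes of the region, 28 of 32 KEGG pathways were still called by camera. The marker and study lists hold 2 genes of the region, so they say nothing about its share in them.

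Chromosome 6 gave a second window, 60 to 70 Mb, with 13 of 48 genes at an unadjusted p under 0.05, of which 11 are immunoglobulin kappa genes. Within 5 Mb of *Tet3* on the same chromosome, 12 tested genes (10.6%) had such a p, among them *Dysf* (270 and 241 in controls, 467 and 464 in mutants). Another window lay at 190 to 200 Mb on chromosome 1 with 11 of 48 genes. In shifted windows, the one from 75 to 85 Mb on chromosome 6, which contains *Tet3*, was called with 10 of 43 genes (hypergeometric, adjusted p 0.0265), as were 65 to 75 Mb on chromosome 6 (20 of 110, adjusted p 0.00310) and 185 to 195 Mb on chromosome 1 (14 of 61, adjusted p 0.00310). Each of the other 2 splits of the libraries gave 1 called window, against 3 for genotype, so single windows are weak evidence. Over the genome, 95 immunoglobulin variable genes had a median log2 fold change of 1.02, which was 0.44 without control replicate 2. They moved both ways, 71 higher and 24 lower, and their sequence similarity leaves the counts of single members uncertain.

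*Hal* fell from 279 and 291 normalized counts to 2 in each mutant library. Its neighbours argue against loss of a larger region: 17 other tested genes within 1 Mb had a median log2 fold change of 0.072, and 1 of them had an unadjusted p under 0.05. A variant limited to *Hal* and an effect of *Tet3* were not told apart by any value here.

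Control replicate 2 stood apart from the other 3 libraries, with 1003 genes more than 2-fold away from all of them (635 higher, 368 lower). *Xist* and 4 Y-linked genes (*Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* at 774, 542, 536 and 400 normalized counts, against 0 or 1 elsewhere) are what a male animal among female ones would give, which the labels do not address. Dosage of X and Y genes does not account for the distance, since 2.99% of the 1003 genes lie on X or Y, against 3.04% of genes tested. Library size does not either, at an estimated 6.81 M reads within the range of the others. Nor did the library resemble a mutant: its squared difference per gene was 27.1 and 34.4 to the mutants, against 24.9 to the other control. Control replicate 1 was closer to the mutants, at 9.27 and 7.52, than to control replicate 2, so this measure did not separate the genotypes. Another mix of cells may contribute, as T cell markers of control replicate 2 lay at -1.56 relative to the mean of the libraries. Its alveolar type 2 markers lay at 0.60, but those of Tet3 mutant replicate 1 were as far away at -0.66. Control replicate 1 was the one far above the mean for mesothelial (1.24) and erythroid (2.94) markers, so marker lists did not single out control replicate 2 alone. Other effects of the animal's sex, on X-linked or autosomal genes, were not tested, with 1 such library.

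Part of the immune differences rested on that library. T cell markers had a median log2 fold change of 0.13 without it, in place of 1.13, and the endosomal TLR list 0.18 in place of 0.54, so low values in 1 control may account for these. *Tlr7* is X-linked and was low in this library alone, and whether sex accounts for that was not tested. The chemokine list does not follow, at 0.84 without it. Bias by GC content or gene length is argued against, as random lists matched on these had a median of 0.0054. More macrophages or neutrophils among the sorted cells could contribute, although the authors removed hematopoietic cells with beads before sorting. In whole mutant lungs the study counted more neutrophils, T cells and interstitial macrophages. Macrophage markers were at a median of 0.41 (most abundant gene *Csf1r*, 0.26), neutrophil markers at 0.80 (most abundant gene *Mmp9*, 0.73), and *Ccr2*, the most abundant gene of the chemokine list, at 0.41 with a standard error of 0.11. Without control replicate 2 macrophage markers fell to 0.04 (9 of 15 above 0), so their rise rested mostly on that library, unlike that of the chemokine list. Neutrophil markers were then at 0.60 (7 of 9) and the study's macrophage list at 0.30 (5 of 5). The chemokine list median of 0.94 does not tell more of these cells apart from other causes. The study chose the list on the same samples, and a list chosen for its rise exceeds other markers whatever the cause. Of the macrophage markers, 1 (*Csf1r*) is among the genes the study calls spuriously transcribed, and 0 of the neutrophil markers are. In smooth muscle cells derived from embryonic stem cells, the study reported that *Tet3* knockdown raised cytokine and chemokine genes. There, wild-type but not catalytically inactive TET3 returned these genes to normal. Which cells express the chemokine genes in the present libraries cannot be settled in bulk RNA, and an effect of *Tet3* loss on them here stays open.

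The contractile list stayed above 0 without control replicate 1, at a median of 0.31, so this low control does not account for all of the rise. More smooth muscle cells among those sorted could contribute: 6 smooth muscle markers outside the study's lists had a median log2 fold change of 0.36, 5 of 6 above 0, although the most abundant marker, *Mylk*, was at -0.11. How far they account for the list cannot be told apart from other causes, as the study chose the list on these samples. The other 4 genes of that marker list are in the study's contractile or phenotype lists.

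Transcripts of other lung cell types were abundant in each library. Per kilobase of exon, the median of endothelial markers was at least 1.22 times that of smooth muscle markers in all 4 libraries, and the most abundant gene of each list was at a similar level, *Ptprb* at 5158 to 6049 normalized counts and *Mylk* at 4476 to 5721. A mixed sample, from cells or free RNA carried through sorting, is a candidate explanation. Of the endothelial markers, 0 are in another marker list and 5 are among the genes the study calls spuriously transcribed. The marker lists then moved apart between genotypes, with 1 gene each of the alveolar type 2 and ciliated cell markers among those spuriously transcribed genes. A lower share of smooth muscle cells would raise all other types alike, which alveolar type 2 markers (-0.71) beside ciliated cell markers (0.79) argue against. Random lists matched to the ciliated cell markers had a median of 0.019, which argues against GC content or length bias. Different carry-over of these cells and changes within them remain open.

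Gene models that often reflect unspliced RNA were lower in the mutants: 148 sense intronic genes had a median log2 fold change of -0.39 and 973 models awaiting experimental evidence (TEC) one of -0.34. Without Tet3 mutant replicate 2 these medians were -0.14 and -0.08, so low values in that library may account for most of the difference. Protein-coding genes had a median of 0.01.

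*Per1*, among the genes of smallest p, belongs to the circadian clock. *Per2*, *Per3* and *Ciart* also lay lower in both mutants than in both controls, and 5 other genes of that phase did not. Of 4 genes of opposite phase, 0 were apart between the groups, so another time of day at collection cannot be told apart from an effect on these genes with so few clock genes and 2 animals per group.

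KEGG pathways, tested after the data were seen, gave 26 higher and 6 lower by camera among 281, led by cytokine-cytokine receptor interaction (median log2 fold change 0.24, 175 genes; 0.04 without control replicate 2). Steroid biosynthesis was lowest (-0.53, 16 genes; -0.32 to -0.77 across the fits that each left out one library). The number called was 23 with a mean of at least 1, 19 with a mean of at least 50 (14 higher and 5 lower, 3 of the lower shared) and 18 without the trend (16 higher, 2 lower). Fry and an estimated correlation called 0 pathways. The other splits of the 4 libraries show how readily camera calls sets here. They gave 27 and 5 pathways against 32, 11 and 10 lists against 19, and 440 and 267 genes with an unadjusted p under 0.05 against 1112. In each case 1 of the 3 splits, the real one, gave as many.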
